A study of Danio rerio with 20 samples.

How the data were processed

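Transcription factor binding was profiled by ChIP-seq in whole wild-type zebrafish embryos. Per the labels, embryos were fixed, their nuclei were lysed, and the chromatin was sonicated to fragments of about 300 bp. The immunoprecipitated chromatin was tagged on the beads with the Tn5 transposase (ChIPmentation), in which the enzyme cuts the DNA and attaches the sequencing adapters in one step. The antibodies were raised against Raraa (a retinoic acid receptor), Hoxb1b, Meis2b and Sox3. The labels place each of the 20 libraries in 1 of 10 groups by antibody, stage and treatment, with 2 libraries per group, and this grouping was used throughout. The treatment text in the labels gives collection at 80% epiboly for every sample, including those whose titles and stage entries name 5 somites or 24 hpf. The stage was taken from the titles.

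The deposited files are peak lists, 1 per library. The peak names within each list carry a single prefix, so peaks were called by the authors on each library separately and not on pooled replicates. Each entry gives a position, a summit, and the authors' fold enrichment (a ratio over the local background), −log10 p and −log10 q at that summit. The largest q-value in any deposited list lay just under 0.05. The aligner, the peak caller, the genome build, the handling of duplicate reads and the use of an input control are not stated in the labels, and the lists have no header. Fold enrichment, p and q are the authors' own values per peak. They were used to rank, filter and describe peaks within a list. Fold enrichment and p also served to recover pileups and background, and fold enrichment was set side by side for the named regions. In the Sox3 control libraries the peak names of both lists carry the number 2, while the labels call them replicates 1 and 2. The lists shared 63.7% of their 10000 strongest peaks and were kept as separate libraries.

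The lists hold no read counts, so depth was recovered from the peak values. For a summit covered by a whole number of fragments k over a background b, the fold enrichment was taken as (k+1)/(b+1) and p as the Poisson probability of more than k fragments. Both equations were solved together for 100% of the peaks in every library, to within 0.002 in −log10 p. When p was shifted at random by up to 0.5 in −log10 units, 1.43% to 2.47% of 3000 sampled peaks per library could be solved. The smallest backgrounds in a list (its 0.001 quantile) served as the depth index of the library, in fragments covering a base. It depends on fragment length as well as on the number of reads, and the total reads per library are unknown.

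Peaks on the 25 assembled chromosomes were analysed; other sequences held 1.73% to 2.56% of the peaks of a library. No interval occurred more than once within a list. Overlap between libraries was computed on the 10000 strongest peaks of each by the authors' p, counting any overlap of at least 1 bp and averaging the percentages of both directions. In the shallow libraries many peaks share the p-value at the last rank, up to 4301 peaks in Hoxb1b control replicate 2. They were first taken in order of position. After the resulting values had been seen, this was replaced by a seeded random draw, so that the first chromosomes were not favoured, and the order of position was kept as an alternative. A region was called gained when a merged region held a peak of the 10000 strongest in both atRA libraries and no peak at the authors' threshold in either control library of that antibody. Lost regions were defined the other way round. For each antibody, the 2 gained and the 2 lost regions with the best mean rank by the authors' p were named, a rule set before the data were examined, as were the tests and most of the alternatives.

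Peak numbers were compared by an exact permutation test, two-sided, of the mean log2 ratio over the 4 antibodies, with treatment labels permuted within each antibody (1296 arrangements). Overlap within and between treatments, and the number of regions that differ, were tested one-sided over the 3 ways of splitting the 4 libraries of an antibody into pairs (81 arrangements). Antibodies within a treatment were tested one-sided over the 105 ways of pairing 8 libraries, and stages over the 15 ways of pairing 6. A single antibody, with 2 libraries against 2, cannot give a two-sided p under 0.333. The 6 planned tests were adjusted together by the Benjamini-Hochberg method. Correlations used 100000 random pairings, or all pairings for 8 libraries. The comparisons of background, of replicate overlap between treatments and of narrow peaks were added after the data had been seen and lie outside this adjustment.

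Background, 1 index of depth, was matched by binomial thinning of the recovered summit pileups to the library with the lowest background among those compared, keeping peaks with a −log10 p of at least 5. The procedures were tested on simulated data. All pileups of 4404 simulated peaks were recovered (100%). Of 200 regions changed among 274453 regions of the Sox3 libraries, 86.5% were recovered as gained, with 0 false calls. The simulated libraries had equal background, and unchanged regions had the same strength in all of them. False calls from unequal depth or poorly matched replicates could therefore not arise there. The peak number test gave a p under 0.05 in 2% of 200 simulations without an effect, and in 94.5% of those with a shift of 2 SD. Thinning left fewer peaks than a library that was shallow from the start, by a log2 ratio of -0.19 when thinned to a share of 0.5 and -0.46 when thinned to 0.2, over 137905 peaks of Sox3 atRA replicate 1.

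Alternatives covered the q threshold, the number of strongest peaks, the overlap rule, the ranking, the sequences included, each library left out in turn and the replicate number as a block. Planned tests of promoter shares, of binding motifs, of a list of retinoic acid genes and of the nearest genes were not run, because no genome or annotation in the build of the lists was used here. Coordinates are therefore printed as deposited, 1-based, in a build that the labels do not name, and without gene annotation. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.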

Results

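Binding of 4 transcription factors was measured in zebrafish embryos with and without exogenous all-trans retinoic acid (atRA), the ligand of retinoic acid receptors. At 80% epiboly, a stage of gastrulation, each antibody had 2 control libraries and 2 libraries from embryos exposed to 0.1 µM atRA from 30% epiboly. Raraa was also profiled in control embryos at 5 somites and at 24 hours post fertilisation (hpf), with 2 libraries each. The lists held between 24549 peaks (Raraa control replicate 1) and 260179 peaks (Raraa atRA replicate 1). The background, the depth index recovered from the peak values, ranged from 0.199 fragments covering a base in Meis2b control replicate 1 to 2.17 in Raraa atRA replicate 1. In the shallowest lists the 10000 strongest peaks reached down to summits covered by 6 fragments, whereas in both Sox3 atRA libraries they ended at 22 fragments.

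The first comparison asked whether atRA changed the number of called peaks. With Raraa, 77928 ± 76379 peaks (SD, n = 2) were called on assembled chromosomes in controls and 157426 ± 137870 (SD, n = 2) with atRA. With Hoxb1b the means were 50514 ± 11648 in controls and 79253 ± 10766 with atRA (SD, n = 2 each). With Meis2b they were 39021 ± 15037 and 51167 ± 10639, and with Sox3 104326 ± 1695 and 133805 ± 2113 (SD, n = 2 each). The log2 ratios, taken from mean log2 numbers, were 1.14 for Raraa, 0.66 for Hoxb1b, 0.43 for Meis2b and 0.36 for Sox3. Both atRA libraries exceeded both controls with Hoxb1b and Sox3. With Raraa and Meis2b the treatments overlapped. The mean log2 ratio over the antibodies was 0.65, which did not exceed the spread between replicates (p = 0.108, exact permutation test, two-sided, 1296 arrangements; adjusted over the 6 planned tests, 0.108). Single libraries decided some of these values. The Raraa log2 ratio was -0.0941 without control replicate 1 and 0.0935 without atRA replicate 1, and the Meis2b log2 ratio was 0.0275 without control replicate 1. The processing that moved the mean most, added after the data had been seen, was thinning to equal background per base of fragment length, which gave -0.59 (p = 0.0216, exact permutation test, two-sided). Thinning itself removes more peaks from deeper libraries in simulated data, so the sign of that value is not read as a loss of sites.

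The background, compared after the data had been seen, differed between the treatments as well. It was higher with atRA by a mean log2 ratio of 0.93 over the 4 antibodies, a ratio of 1.90 (p = 0.0170, exact permutation test, two-sided, 1296 arrangements). Hoxb1b had the largest difference, with 0.235 and 0.286 fragments covering a base in the controls and 0.910 and 0.533 with atRA. With every antibody, control replicate 1 had a lower background than control replicate 2, and atRA replicate 1 a higher one than atRA replicate 2. Peak numbers had the same order. If same-numbered libraries shared a preparation, the antibodies would not be independent, as the permutation tests of background and peak number treat them. Across the 20 libraries, log2 peak number rose with log2 background (Pearson r = 0.816, permutation p = 2e-05, the smallest that 100000 resamples can give; Spearman rho = 0.814, permutation p = 4e-05). Without the 2 libraries farthest from the median background, r was 0.704. Within the 12 control libraries r was 0.742 (permutation p = 0.00502; rho = 0.678, permutation p = 0.0181), and 0.727 without the 2 farthest. Within the 8 atRA libraries r was 0.962 (exact permutation p = 0.000248; rho = 0.976, exact permutation p = 0.000397), and 0.926 without the 2 farthest. These were 3 relations, and the adjusted p-values of r were 6e-05, 0.00502 and 0.000372. Differences in peak number between treatments were thus measured at unequal background.

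**Figure D1:**
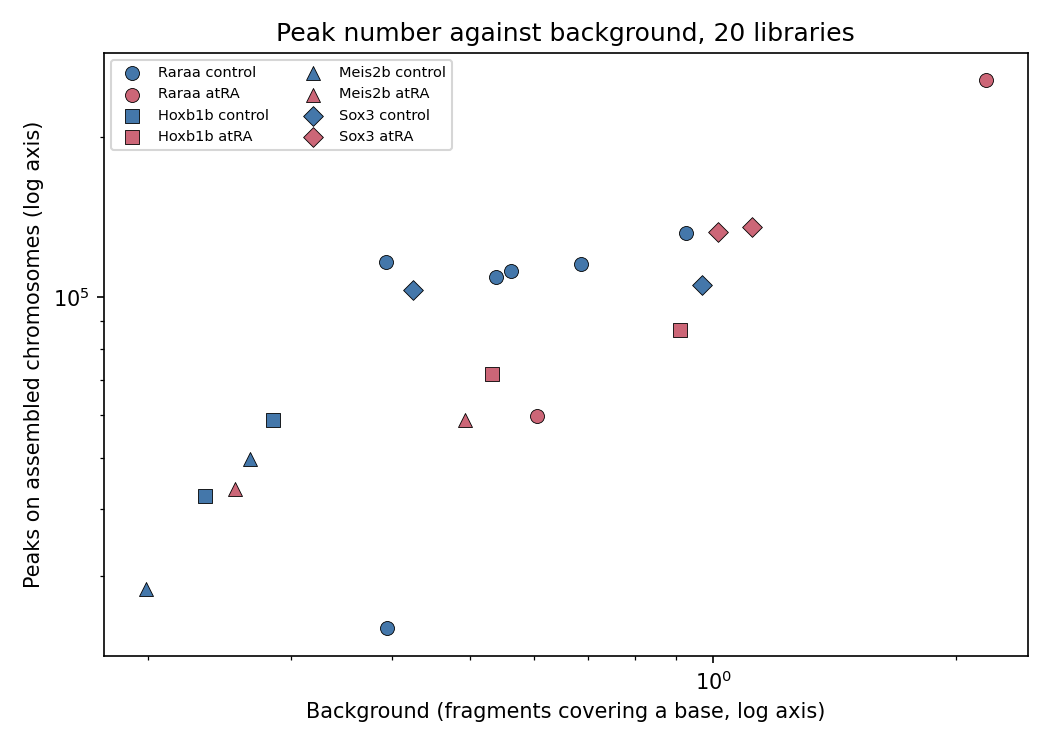
Peaks on assembled chromosomes (vertical log axis) against background in fragments covering a base (horizontal log axis), 1 point per library, with shape for the antibody and colour for the treatment. The 20 libraries run from a background of 0.199 to 2.17, and Pearson's r on the log2 values is 0.816.

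The next comparison asked whether the sites called with atRA differed from those in controls, using an equal number of peaks per library. Random placement of one list gave overlaps of 0.270% to 0.980% over all library pairs. Replicates of atRA libraries shared 51.7% of the 10000 strongest peaks with Raraa, 65.0% with Hoxb1b, 61.3% with Meis2b and 80.0% with Sox3. Control replicates shared 20.4% with Raraa, 10.1% with Hoxb1b, 15.1% with Meis2b and 63.7% with Sox3. Between treatments, the 4 library pairs shared 23.8% to 31.8% with Raraa, 12.9% to 17.1% with Hoxb1b, 17.7% to 21.0% with Meis2b and 58.8% to 64.3% with Sox3. Averaged over the antibodies, overlap within a treatment exceeded overlap between treatments by 15.1 percentage points (p = 0.0123, exact permutation test, one-sided, 81 arrangements, the smallest p this design allows; adjusted 0.0185). Using all peaks at the authors' threshold moved this most, to 5.14 points. Among the 10000 strongest peaks, control replicates overlapped each other less than they overlapped the atRA libraries by the means with Raraa (-7.12 points), Hoxb1b (-4.90 points) and Meis2b (-4.12 points), and more with Sox3 (2.10 points). The difference in replicate overlap between atRA and control, a comparison added after the overlaps had been seen, averaged 37.2 points and was above 0 with all 4 antibodies (p = 0.125, exact permutation test by sign flips, two-sided, the smallest p that 4 differences allow). Equal number was not equal strength. Peaks with q of at most 1e-05 numbered 4929 and 6430 in Hoxb1b controls and 7133 and 7353 in Meis2b controls. Raraa control replicate 1 held 3621, and the other libraries at 80% epiboly at least 10389. Among the 1000 strongest, chosen after the data had been seen, control replicates shared 60.2% (Raraa), 33.25% (Hoxb1b), 46.95% (Meis2b) and 66.75% (Sox3). The atRA replicates shared 71.1%, 76.2%, 76.2% and 79.3%.

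**Figure D2:**
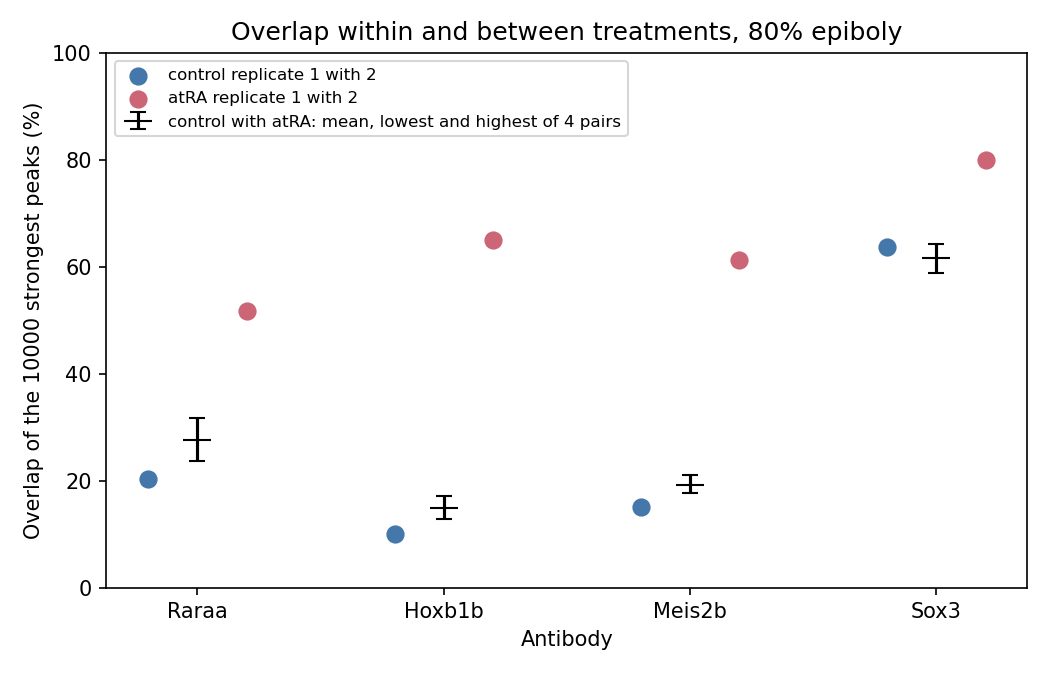
Overlap of the 10000 strongest peaks in percent (vertical axis) for each antibody at 80% epiboly. Blue points are the control replicate pair, red points the atRA replicate pair, and black bars the mean, lowest and highest of the 4 pairs between treatments. The control pair lies at 20.4% or below with Raraa, Hoxb1b and Meis2b and at 63.7% with Sox3.

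Regions that differed with atRA were then counted. With Hoxb1b 2742 regions were gained and 116 lost, and with Meis2b 2647 were gained and 176 lost. With Raraa the numbers were 664 and 24, and with Sox3 137 and 2. The other splits of the same 4 libraries, which pair a control with an atRA library, gave 74 and 234 regions with Raraa, 34 and 26 with Hoxb1b, 123 and 96 with Meis2b, and 0 and 0 with Sox3. The mean over antibodies of log2(1 + regions gained + regions lost) was 9.88, above every other combination of splits (p = 0.0123, exact permutation test, one-sided, 81 arrangements, the smallest p this design allows; adjusted 0.0185). With all peaks at the authors' threshold the same test gave p = 0.0617. The numbers of lost regions depended on requiring both control libraries. Without Hoxb1b control replicate 1, 4008 regions were gained and 5989 lost, and without Meis2b control replicate 1, 3461 were gained and 6231 lost. Without Raraa control replicate 1, 892 were gained and 2098 lost. The count of lost regions was also larger than that of gained regions when control replicate 2 of any of these 3 antibodies was left out, but not when either Sox3 control was.

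**Figure D3:**
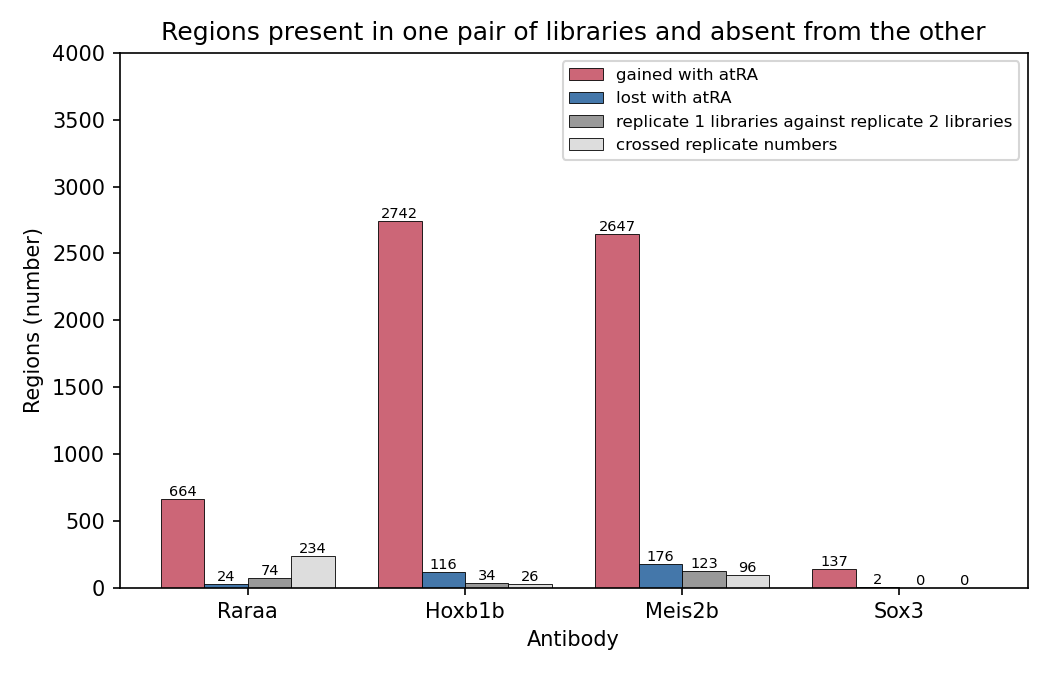
Number of regions (vertical axis) per antibody that are present in both libraries of one pair and absent from both of the other. Red bars are regions gained with atRA, blue bars regions lost, and grey bars the totals of the other splits, by replicate number and by crossed replicate number. Gained regions number 664, 2742, 2647 and 137, and lost regions 24, 116, 176 and 2.

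The gained regions with the best ranks held summits of high coverage. With Hoxb1b they were chromosome 23, 3520084 to 3520657, with summit pileups of 116 and 85 fragments in atRA replicates 1 and 2, and chromosome 19, 26045902 to 26046838, with 105 and 79. With Meis2b they were chromosome 7, 49941823 to 49942598 (135 and 115 fragments), and chromosome 12, 8496325 to 8497092 (123 and 101 fragments). With Raraa they were chromosome 11, 23575227 to 23575730 (67 and 28 fragments), and chromosome 14, 42507819 to 42508340 (77 and 39 fragments). With Sox3 they were chromosome 9, 6447289 to 6447939 (58 and 74 fragments), and chromosome 17, 23101928 to 23102608 (72 and 50 fragments). The Hoxb1b region on chromosome 23 also held a peak in all 12 libraries of the other antibodies at 80% epiboly, controls included, and the Hoxb1b region on chromosome 19 in 9 of the 12.

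The lost regions with the best ranks had lower pileups, but these were counted in controls, where background was lower on average with every antibody. With Meis2b they were chromosome 4, 53866280 to 53866543, with 15 and 31 fragments in control replicates 1 and 2, and chromosome 16, 33473155 to 33473538, with 14 in both. With Hoxb1b they were chromosome 25, 25081277 to 25081541 (10 and 11 fragments), and chromosome 7, 10679497 to 10679723 (11 and 14 fragments). With Raraa they were chromosome 12, 14535585 to 14535876 (8 and 15 fragments), and chromosome 5, 41488905 to 41489294 (9 and 14 fragments). The 2 lost with Sox3 were chromosome 11, 19798933 to 19799374 (21 and 30 fragments), and chromosome 6, 25939985 to 25940424 (15 and 23 fragments). By fold enrichment the named lost regions lay below the named gained regions of the same antibody, except the Meis2b region on chromosome 4. That region had 12.7 and 21.2 in control replicates 1 and 2, against 17.4 to 20.6 in the named Meis2b gained regions. Of 5221 merged gained regions, 4329 were gained with 1 antibody, 820 with 2, 70 with 3 and 2 with 4. Hoxb1b and Meis2b shared 708 gained regions, 26.7% of the smaller set. That share was higher for Sox3 with Hoxb1b (54 regions, 39.4%) and with Meis2b (51 regions, 37.2%). It was lower for every pair with Raraa. All 318 lost regions were lost with 1 antibody.

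A further comparison asked whether the 4 factors were called at different sites. Among controls, libraries of the same antibody shared 27.3% ± 24.6 of their strongest peaks (SD over n = 4 pairs) and libraries of different antibodies shared between 8.32% and 20.2%. The difference of the means was 15.1 percentage points (p = 0.00952, exact permutation test, one-sided, 105 arrangements, the smallest p this design allows; adjusted 0.0185). The Sox3 pair decided the size of this difference, which was 3.37 points without Sox3 control replicate 1 and 3.95 points without Sox3 control replicate 2. The peak names of both Sox3 control lists carry the number 2, and whether these libraries are ordinary replicates was not tested. Hoxb1b did not separate in controls. Its control replicates shared 10.1%, below the mean overlap of Hoxb1b with Sox3 controls (12.5%) and Raraa controls (10.4%). The mean with Meis2b controls was lower, at 9.30%. Among controls, the replicate was the nearest library for 6 of 8 libraries in these longer lists, and the exceptions were those of Hoxb1b. With atRA, libraries of the same antibody shared 64.5% ± 11.8 (SD over n = 4 pairs) and those of different antibodies between 26.7% and 56.3%, a difference of 22.0 points (p = 0.00952, exact permutation test, one-sided, 105 arrangements; adjusted 0.0185). The closest antibodies with atRA were Hoxb1b and Sox3, with a mean of 54.3%, and the most distant were Raraa and Meis2b, with 30.4%. Control libraries of Sox3 shared 42.2% of their peaks with the atRA libraries of Hoxb1b, whereas the Hoxb1b controls shared 12.9% to 17.1% with the same libraries.

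**Figure D4:**
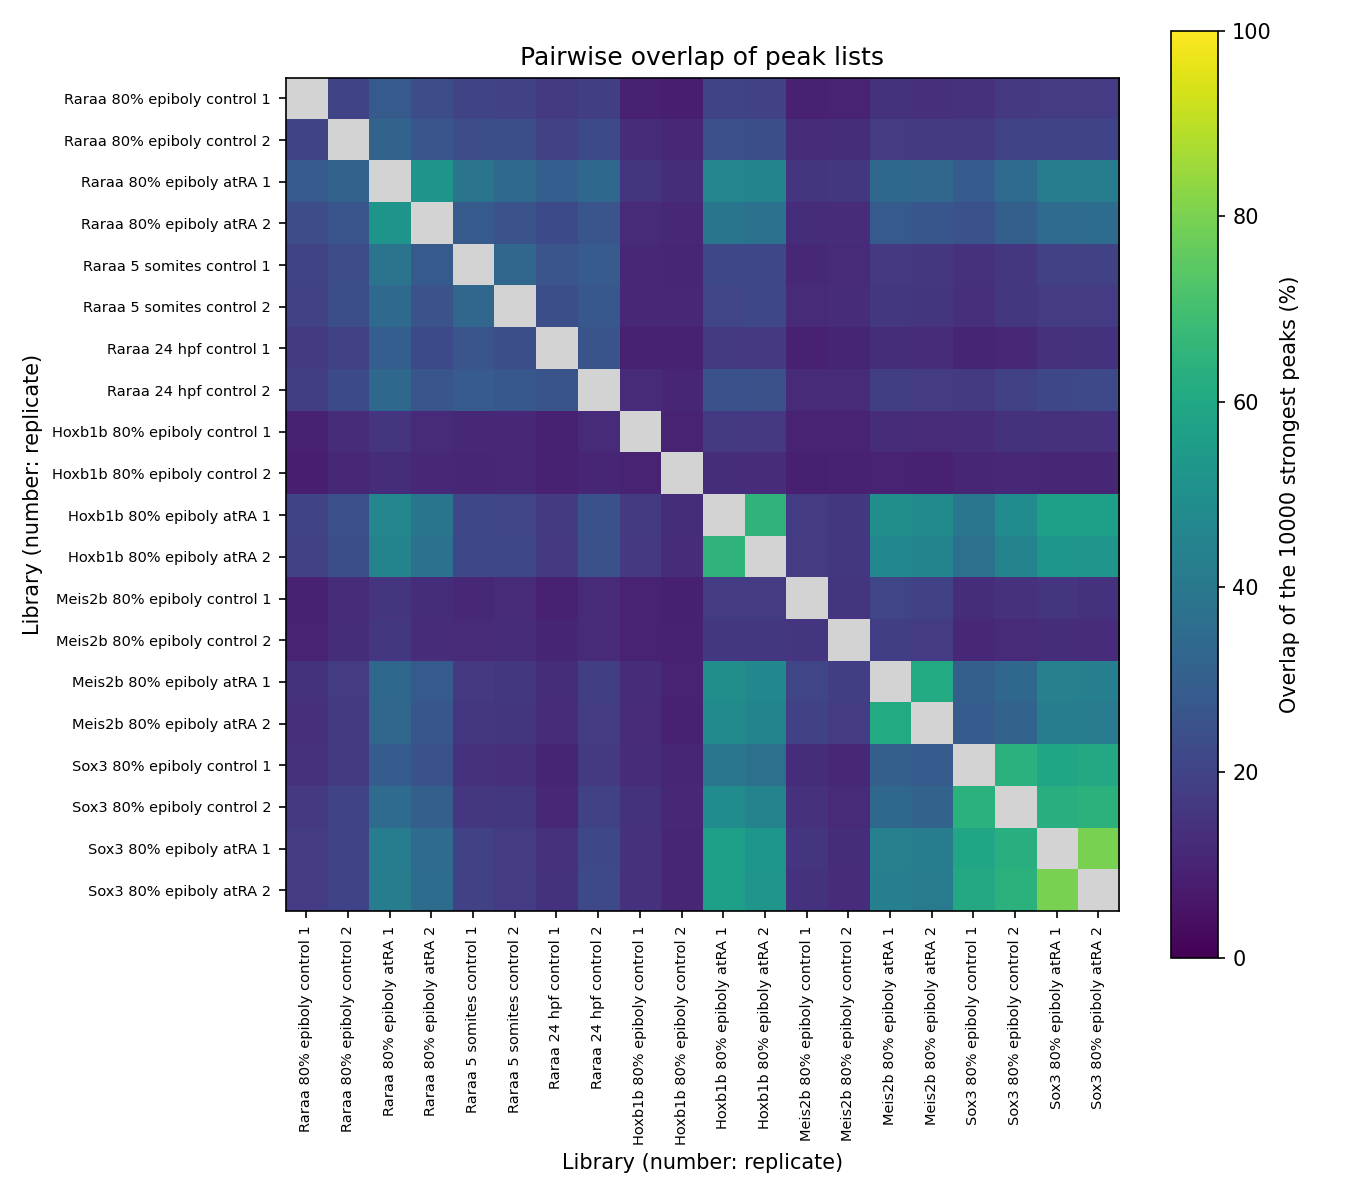
Overlap of the 10000 strongest peaks in percent (colour, 0 to 100) for every pair of the 20 libraries, which are listed on both axes in the same order. The highest value is the Sox3 atRA replicate pair at 80.0%, and the control libraries of Hoxb1b and Meis2b share few peaks with any other library.

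The last comparison asked whether Raraa sites changed over development in control embryos. Replicates shared 20.4% of the strongest peaks at 80% epiboly, 33.2% at 5 somites and 25.9% at 24 hpf. Between stages the means were 21.9% for 80% epiboly against 5 somites, 19.3% for 80% epiboly against 24 hpf and 26.5% for 5 somites against 24 hpf. Overlap within a stage exceeded overlap between stages by 3.91 points (p = 0.0667, exact permutation test, one-sided, 15 arrangements; adjusted 0.0800). This is the smallest p that 3 stages of 2 libraries allow, so the design could not pass 0.05. Without 5 somites replicate 2 the difference was 1.07 points. Each of these 6 control libraries shared more peaks with Raraa atRA replicate 1, the deepest library, than with any other library, at 28.3% to 38.5%.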

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

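Thinning to equal background, the 1000 strongest peaks, the fixed −log10 p of 5, the order of tied peaks and the comparison of replicate overlap between treatments were chosen after the data had been seen; the other alternatives were fixed before. Separation of the antibodies kept its direction and its side of the threshold in every setting with all libraries, from 5.10 to 31.9 points in controls and from 6.66 to 41.6 points with atRA. Leaving out one library at a time it ranged from 3.37, without Sox3 control replicate 1, to 20.7 points in controls and from 17.7 to 25.6 points with atRA. Separation of the treatments did so from 5.14 to 23.4 points under the alternatives without a replicate block. Separation of the stages stayed above 0, from 0.905 to 10.5 points, in a design that cannot pass the threshold, and from 1.07 to 6.87 points with one library left out. Taking tied peaks in order of position gave 15.1 points for the treatments and changed no call.

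The mean log2 ratio of peak number changed its sign and its side of the threshold with the processing. Peaks with q of at most 1e-05 gave a mean log2 ratio of 1.33 with p = 0.0293 by the exact permutation test, past the threshold. Thinning the summit pileups to the shallowest library of each antibody reversed the mean to -0.42 (exact permutation p = 0.0463). Every antibody changed sign, to -0.33 with Raraa, -0.74 with Hoxb1b, -0.20 with Meis2b and -0.41 with Sox3. Thinning by background per base of fragment length gave -0.59 (exact permutation p = 0.0216). The single values were -0.50 for Raraa, -0.74 for Hoxb1b, -0.46 for Meis2b and -0.65 for Sox3. These reversals are not read as fewer sites, because thinning on simulated data itself shifted the log2 ratio by -0.19 to -0.46. The shift was larger where less was kept, so in the deeper libraries, which here were mostly the atRA libraries. Simulated on 1 Sox3 library, it was smaller in size than the Hoxb1b values (-0.74) and the per-base values of Sox3 (-0.65) and Raraa (-0.50). It need not account for the whole of these. Across the 16 fits that each left out one library the mean ranged from 0.34 to 0.96, and the Raraa value ranged from -0.0941, without control replicate 1, to 2.37. Besides the Raraa values that changed sign, 9 values of single antibodies moved by more than the replicate spread, the 2.37 included. Among these were Hoxb1b in each thinning, and Meis2b and Sox3 when thinned per base of fragment length. In the thinning to the shallowest library, Meis2b and Sox3 changed sign but moved by less than that spread. The cause was not tested.

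With the replicate number as a block, the mean log2 ratio of peak number was 0.65 with p = 0.172 (exact sign flips, two-sided, 256 arrangements). Treatment separation in the block, using only pairs with different replicate numbers, was 15.03 points with p = 0.0625 (exact permutation test, one-sided), the smallest p of its 16 arrangements, so the change of side follows from their number. The numbers did not pair the samples: deviations of same-numbered control and atRA libraries correlated at -0.00972 with Raraa, -0.000802 with Hoxb1b, 0.00421 with Meis2b and -0.00690 with Sox3.

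The difference in replicate overlap fell from 37.2 to 16.7 points with all peaks at the authors' threshold; the cause was not tested. Treatment separation ranged from 8.16 to 22.4 points across the 16 fits that each left out one library.

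The number of regions followed the length of the lists. Gained and lost regions with the strongest 5000 peaks were 262 and 3 (Raraa), 1278 and 28 (Hoxb1b), 1248 and 55 (Meis2b), and 28 and 0 (Sox3). With 20000 they were 1356 and 118, 5538 and 492, 4723 and 703, and 533 and 37, in the same order. With all peaks they were 13328 and 1193, 19401 and 2708, 9772 and 2290, and 15042 and 4681. The combined test then gave 14.0 with p = 0.0617 (exact permutation test, one-sided), as the Raraa split that pairs control replicate 2 with atRA replicate 1, the deepest library, gave 42844 regions on one side. A reciprocal overlap of at least 50% gave 1645 and 231 (Raraa), 4768 and 213 (Hoxb1b), 275 lost (Meis2b), and 633 and 222 (Sox3). Summit windows of 200 bp gave 59 lost with Raraa and 225 gained and 68 lost with Sox3. Ranking by fold enrichment gave 4 lost with Sox3. After thinning, 201 were lost with Raraa, 241 lost with Hoxb1b, and 237 gained and 73 lost with Sox3. Gained exceeded lost in each of these settings.

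Leaving out one library at a time, regions gained ranged from 892 to 3585 with Raraa, 3716 to 5002 with Hoxb1b, 3461 to 5565 with Meis2b and 248 to 481 with Sox3. Regions lost ranged from 29 to 3819, 152 to 5989, 230 to 6231 and 12 to 145. Leaving out either control made lost regions outnumber gained ones with Raraa, Hoxb1b and Meis2b. The combined test value ranged from 10.1 to 10.7.

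Counting each row as a peak changed nothing, since no interval was repeated. The settings foreseen for promoter shares, motifs and the gene list were not run, nor were those results.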

Other observations

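Of the tests in this part, those of the highest control pair against the lowest atRA pair, of control pairs against the mean between treatments, and of the share of narrow peaks among control peaks without a partner, as well as the permutation test of narrow peaks and the test of single Sox3 libraries, were chosen only after the results they concern had been seen. The use of the spread over pairings to judge single libraries was also settled after its value had been seen.

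The larger peak numbers with atRA came with a higher background in the atRA libraries. After thinning to the shallowest library of each antibody the mean log2 ratio was -0.42, under 0 by slightly more than the pooled replicate SD of 0.41. A ratio staying above 0 by more than that SD would have argued against depth, and this was not seen. Because thinning itself lowers the number of peaks, depth and a change in binding cannot be told apart for this pattern.

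Replicate libraries overlapped far more with atRA than in controls. In the thinned lists the mean difference was still 20.6 percentage points against an SD over antibodies of 13.5. These lists keep only sites called at full depth, unlike lists that were shallow from the start. They therefore do not decide whether depth, as far as the background measures it, was the whole cause. Stacks of fragments at one position were a further candidate explanation. Peaks within 5 bp of the narrowest width in their list made up 8.88% ± 12.5 of the strongest peaks in Raraa controls, 6.35% ± 2.72 in Hoxb1b controls and 7.48% ± 3.78 in Meis2b controls, and 0.690% or less with atRA (SD, n = 2 each). The difference over the 4 antibodies was -5.46 points (p = 0.0185, exact permutation test, two-sided). With Raraa, Hoxb1b and Meis2b the controls exceeded atRA by a mean of 7.28 points, which fits what was written for such stacks after the overlaps but before the narrow shares had been seen. Yet of the control peaks without a partner in the other replicate, a mean of 8.58% were narrow with these 3 antibodies, from 0.0875% in Raraa control replicate 2 to 20.9% in replicate 1. So stacks as the source of most of these peaks are argued against, as far as a narrow width marks them. The Sox3 control pair lay 12.1 points above the lowest atRA pair, that of Raraa. This compares different antibodies, within each of which the atRA pair was higher, and both Sox3 control lists carry the same number in their peak names. Treatment with atRA as the only source of well-matched libraries and other sources therefore cannot be told apart. Weaker immunoprecipitation in some control libraries, a batch the labels do not record and a biological effect of atRA stay open, as untested.

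The separation of the treatments may rest on the atRA pairs alone, in the sense that control replicates were no closer to each other than to atRA libraries. The control pair minus the mean between treatments was -3.51 points over the antibodies, and 2.10 points with Sox3. Among the strongest 1000 peaks that reading is argued against, since the control pair exceeded the mean between treatments with all 4 antibodies, by 11.4 points on average. In every other setting the control pair stayed below that mean with Raraa, Hoxb1b and Meis2b. After thinning it did so by -2.98, -2.96 and -2.94 points, with 4.30 points for Sox3. With all peaks at the authors' threshold it lay below with all 4 antibodies. For these longer lists the reading stays open. In the thinned lists the separation was 9.14 points (p = 0.0123, exact permutation test, one-sided). Since those lists keep only sites called at full depth, they do not decide whether depth, measured by background, was its whole cause.

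The excess of gained over lost regions remained above 1.5 times with 4 of the 4 antibodies after thinning. With Raraa, Hoxb1b and Meis2b this does not decide on background depth alone, since the thinned lists keep only sites called at full depth. In them control replicates still shared 15.9%, 9.0% and 13.4%, against 28.9%, 39.7% and 46.6% with atRA, which limits the regions that can be lost. With 1 library per treatment these 3 antibodies kept no mean excess after thinning. With 2 libraries per treatment the excess shrank. It fell to 754 gained and 201 lost with Raraa, 1896 and 241 with Hoxb1b, 2165 and 239 with Meis2b, and 237 and 73 with Sox3. Depth, as a part or the whole of the cause, therefore stays open. A candidate explanation is that control replicates share few peaks, so that few regions can be called present in both. With 1 control and 1 atRA library in place of 2, the mean log2 ratio of regions gained over lost was 0.0288 over Raraa, Hoxb1b and Meis2b, with an SD over the 12 pairings of 0.27, and 6 of the 12 pairings had more gained than lost. After thinning the mean was -0.0836, with 1 of the 12 pairings. The limit written beforehand was 0 or lower, which the first value missed and the thinned value met. The pairings went both ways, from -0.55 to 0.61 with Raraa, and with few shared peaks the equal list lengths leave the ratio little room with Hoxb1b and Meis2b. The explanation and an excess of gained sites therefore cannot be told apart for these 3 antibodies. With Sox3 all 4 pairings had more gained than lost (mean log2 ratio 1.39), and 2 of 4 after thinning (0.0415). For Sox3, depth and a change in binding therefore cannot be told apart, since single libraries lost the excess and pairs of libraries kept part of it.

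Many gained regions were already called in control embryos with another antibody. A peak at the authors' threshold in at least 1 of the 6 control libraries of the other antibodies was found in 79.4% of the regions gained with Raraa, 93.1% with Hoxb1b, 75.7% with Meis2b and 56.9% with Sox3. The same regions at random positions gave means of 13.8%, 16.9%, 16.2% and 13.5%, and at most 20.4% in any of 100 draws. Random positions do not account for open chromatin, where all 4 antibodies may recover fragments. The value of 56.9%, the lowest of the 4, is consistent with many gained sites being accessible or occupied before treatment, as a hypothesis. Whether the factor itself newly bound there was not tested.

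Overlap between different antibodies could reflect chromatin shared by libraries with the same replicate number, since the labels describe chromatin divided into aliquots. Libraries of different antibodies with the same number did not overlap more than those with different numbers (-0.0752 points, p = 0.891, exact permutation test, one-sided, 64 arrangements, which ranged from -0.141 to 0.153 points). A preparation shared by all antibodies of a treatment stays open. In the thinned atRA lists, which keep only sites called at full depth, the separation between antibodies was 13.9 points (p = 0.00952, exact permutation test, one-sided). Within that limit, this argues against depth, measured by background, as its cause.

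Across all 20 libraries the strongest peaks merged into 88389 regions, of which 103 were found in every library and 58911 (66.7%) in 1 library only.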
